A study of Mus musculus with 2 samples. Its data were reported in "Single-cell omics analysis reveals functional diversification of hepatocytes during liver regeneration" (2020).

How the data were processed

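Hepatocytes, the main metabolic cells of the liver, were isolated by collagenase perfusion from C57BL/6 mice, and their transcripts were counted by droplet single-cell RNA-Seq (scRNA-Seq). In this assay each droplet adds a barcode, and each captured transcript molecule carries a unique molecular identifier (UMI), so that a molecule is counted once. Partial hepatectomy (PHx) is the surgical removal of most of the liver, after which the remaining tissue regrows. The series held 2 libraries, 1 from undamaged liver (0 h) and 1 from liver taken 48 h after PHx (PHx48h). Each library was assigned to its group from the time point in its labels. Bulk RNA-Seq and chromatin accessibility measurements of the same study were not analysed here.

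The authors processed the reads with Cell Ranger, at a version they did not state, and deposited UMI counts per gene and barcode. The deposited counts were whole numbers without normalization, listed for 27998 genes. The genome build and annotation behind these counts were not stated. Gene coordinates were therefore taken from the GENCODE M21 annotation of GRCm38 through the gene identifiers in the files, and 166 of the 166 genes looked up had a match. The authors' methods name filters on mitochondrial content and on possible doublets without giving thresholds. The barcode lists held 59202 barcodes in the undamaged library and 1586 in the PHx48h library.

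The following choices were made before the data were examined: the filters, the clustering settings, the marker genes, the 15 gene lists, the thinning depth, the rule for named genes and the alternative settings listed last. A barcode was kept when it had at least 1000 UMIs, at least 500 genes, at least 10% of the UMIs of the 30th deepest barcode of its library and at most 30% mitochondrial UMIs. Mitochondrial UMIs came from 13 genes. Barcodes called doublets by Scrublet, run per library through Scanpy 1.11.5, were removed. Scrublet called 0 of 55328 passing barcodes in the undamaged library and 5 of 702 in the PHx48h library. In the undamaged library it called 8 of 1509 with a minimum of 25% of the 30th deepest barcode, and 13 of 657 with the 1500 deepest barcodes. Whether the caller missed doublets among the 55328 was not tested. No doublet was therefore removed from the undamaged library under the main filter, and doublets may remain there.

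Kept barcodes were clustered per library by the Leiden method at resolution 1.0, on 2000 variable genes, 30 principal components and 15 neighbours. Clusters were named from fixed markers of 10 cell classes, of which 2 markers had no entry in the files. The scoring rule for a name was not among the choices fixed beforehand. A class other than hepatocyte needed at least 3 markers that were detected in at least 20% of the barcodes of the cluster at 3 times or more the level of the remaining barcodes, with 5 CPM added to both levels. A cluster without such a class was called hepatocyte-like when at least 3 of the 10 hepatocyte markers were detected in at least 50% of its barcodes. Hepatocyte transcripts were detected in every class, so hepatocyte-like was close to a default name. It included clusters led by the nuclear transcripts Malat1 and Neat1, of 44 barcodes in the undamaged library and 11 in the PHx48h library, and a PHx48h cluster of 57 barcodes led by Spp1 and Slpi. Clusters whose leading genes went against their name stayed unnamed, and after the data were seen such clusters were divided once more at resolution 0.5. After this step 95 barcodes of the undamaged library (0.172%) stayed unnamed, and none of the PHx48h library did. A further cluster of 49 undamaged barcodes met the score for B cells without a B marker among its 10 leading genes, and it is described as unnamed.

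A further set of barcodes was defined after seeing the data. In each library, a pooled profile of non-mitochondrial UMIs was made from alternate barcodes with under 2% mitochondrial UMIs, over genes with at least 10 UMIs. The multinomial deviance of each barcode from that profile was divided by the mean deviance of simulated draws of the same depth. A barcode was called departing when this ratio was at least 1.1 and the excess was at least 5 standard deviations of the simulated draws. Departing barcodes at any mitochondrial share were clustered and named in the same way, as an added alternative. In a simulation, barcodes drawn from the profile were called departing in 0.0% of cases in both libraries. Equal mixtures with mitochondria-rich barcodes were called in 5.2% of cases in the undamaged library and in 100.0% in the PHx48h library. Most such simulated mixtures were thus missed in the undamaged library. The simulated mitochondria-rich part alone was called in 98.5% of undamaged cases, whereas 76.0% of the deposited undamaged barcodes above the mitochondrial limit departed. The simulated part therefore differed from those barcodes, and the rates need not hold for mixtures with them. In a further simulation, added after these rates were seen, each library was given the depths of the other. The mixtures were then called in 99% of cases with the undamaged profile and in 80.2% with the PHx48h profile, so the rate depended on depth and also differed between the profiles at a like depth.

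UMIs were summed over the hepatocyte-like barcodes of each library and expressed as CPM, in which the UMIs of every library sum to the same total. Counts of list genes that were higher or lower refer to this scaling. Changes were given as the log2 ratio of PHx48h over undamaged with 1 CPM added, which understates the change of weakly expressed genes. For each gene list the median log2 ratio over genes with a UMI was given, with its percentile among 10000 random lists of the same size matched on mean expression in 20 bins. The lists covered proliferation, progenitor, mature hepatocyte, mesenchymal, perivenous, periportal, acute phase, dissociation stress, clock (a BMAL1 phase and a DBP phase list), male-biased, female-biased, Y chromosome, inactive X and cholesterol synthesis genes. Glul is in both the mature hepatocyte and the perivenous list, and Gls2 in both the mature hepatocyte and the periportal list. The genes of the progenitor, mature hepatocyte and mesenchymal lists were taken from those the study discusses. Genes named in the text were the 10 with the highest and the 10 with the lowest log2 ratio among genes with at least 50 CPM in either library, together with members of the lists. With 1 library per group there was no test, and no p-value or standard error was computed from cells, which are not replicates.

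For shares of barcodes, each barcode was thinned to 1000 UMIs drawn without replacement. A barcode was called cycling when it held UMIs of at least 2 of the 25 proliferation genes after thinning. Zone co-expression was the share with a UMI of both the perivenous and the periportal list, and the relation between both lists was given as Spearman's rho across barcodes. No hepatocyte-like barcode was too shallow for this depth. As a comparison added after the data were seen, shares were also computed at 1000 non-mitochondrial UMIs over sets of barcodes that share no member with the low-mitochondrial barcodes they were compared with. Also added was a count of barcodes whose proliferation UMIs lay beyond the upper 0.1% of binomial draws, of the size of the barcode, at the level of low-mitochondrial barcodes that did not depart from the profile. The number given by sampling is the sum of the chances that whole counts allow, which is below 0.1% of the barcodes. The intervals are 95% intervals, exact Poisson for summed counts, exact binomial for shares and from 1000 Poisson resamplings for list medians and for the log2 ratios of named genes, and they cover counting error only, not differences between animals or preparations. Where no UMI was found, 3 counts were taken as the floor.

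Alternatives changed 1 choice at a time: the depth rule (25% of the 30th deepest barcode, the 1500 deepest barcodes, or 1000 UMIs alone), the mitochondrial limit (20% or 50%), Scrublet calls kept, the scaling (CPM without mitochondrial genes and the 20 most abundant genes, or TMM from edgeR 4.0.16), the mean of single-barcode CPM, 10 CPM added, all kept barcodes, list genes with under 10 UMIs left out, thinning to 2000 UMIs or none, 1 or 3 genes for a cycling call, clustering resolution 0.5 or 1.5, and 15 principal components. The list statistics were tested on simulated counts of 27998 genes with 200 changed genes, of which 96.5% came within 0.5 log2 units of the simulated change. In that simulation a list of 20 raised genes lay at percentile 100.0, a list of 20 lowered genes at 0.0 and a list of 20 unchanged genes at 29.31. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, matplotlib 3.10.9 and R 4.3.3.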

Results

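The transcriptomes of hepatocytes from undamaged adult mouse liver and from liver regenerating 48 h after PHx were compared at the level of single droplets, with 1 library per group. The undamaged library held 59202 barcodes and 96118593 UMIs. Its barcodes had a median of 1436 UMIs and 644 genes, and the shallowest had 1183 UMIs. The PHx48h library held 1586 barcodes and 18198719 UMIs, with a median of 6838.5 UMIs and 1714 genes and a minimum of 4578 UMIs. No replicate library was present in either group, so every difference given here compares these 2 libraries, and its size relative to the variation between mice is unknown.

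The composition of the barcodes was examined before any comparison between time points. Of the undamaged barcodes, 88.8% (52587) had under 2% mitochondrial UMIs, and 6.54% (3870) lay above the limit of 30%. The corresponding shares in the PHx48h library were 32.9% (522) and 48.2% (765). Barcodes with few mitochondrial UMIs differed little from each other. When such barcodes were held out of the pooled low-mitochondrial profile, their median deviance from it was 1.004 times the value from random sampling in the undamaged library and 1.015 times in the PHx48h library. Barcodes above the mitochondrial limit had median ratios of 1.247 and 1.774. By the criterion set after seeing these values, 4784 undamaged barcodes (8.08%) and 1126 PHx48h barcodes (71.0%) departed from the pooled profile. Among low-mitochondrial barcodes the departing share was 2.0% in the undamaged library and 24.3% in the PHx48h library. Above the mitochondrial limit it was 76.0% and 97.8%.

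**Figure D1:**
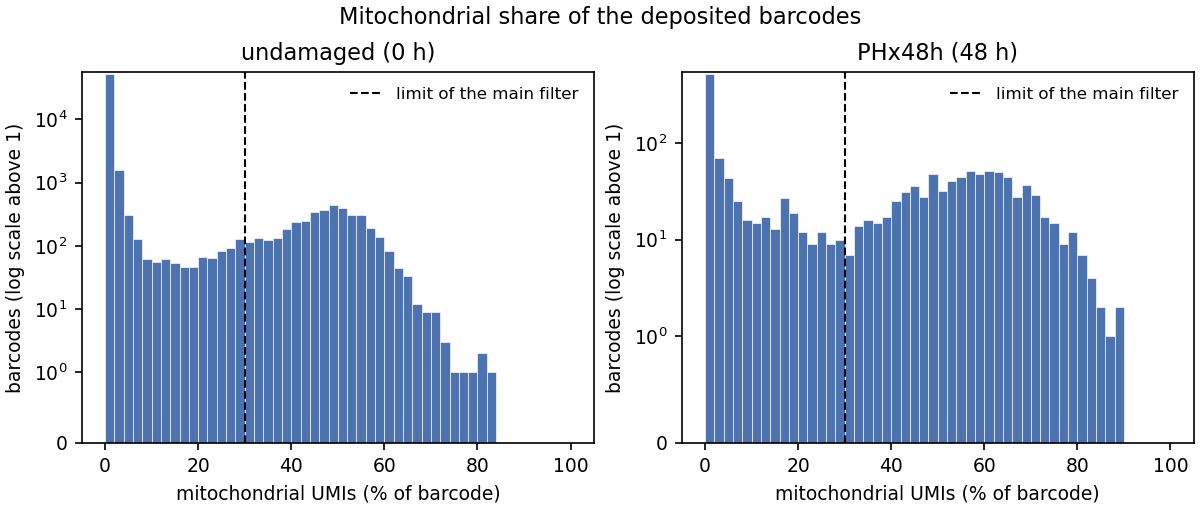
Number of deposited barcodes (vertical axis, log scale above 1) by percent of mitochondrial UMIs (horizontal axis, bins of 2 percentage points) in the undamaged and PHx48h libraries, with the 30% limit as a dashed line. Most undamaged barcodes lie in the lowest bin (52587 of 59202), whereas 765 of the 1586 PHx48h barcodes lie above the limit.

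**Figure D2:**
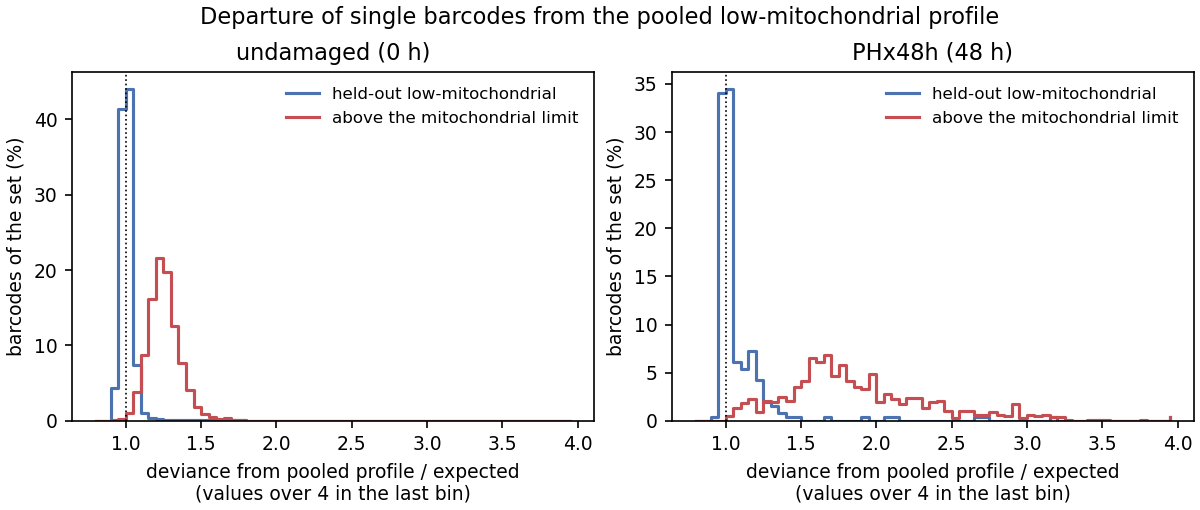
Percent of barcodes (vertical axis) by deviance from the pooled low-mitochondrial profile over the deviance given by random sampling (horizontal axis), for held-out low-mitochondrial barcodes and for barcodes above the mitochondrial limit, with values over 4 placed in the last bin and a dotted line at 1. Held-out barcodes center near 1 (medians 1.004 and 1.015), and barcodes above the limit lie higher (medians 1.247 and 1.774).

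After filtering, 55328 undamaged barcodes and 697 PHx48h barcodes were kept, with median depths of 1427 and 5978 UMIs. The alternative that moved these numbers most was a minimum of 25% of the 30th deepest barcode in the PHx48h library, which kept 71 barcodes, and the 1500 deepest barcodes in the undamaged library, of which 644 passed. The main depth rule removed no undamaged barcode, since its threshold of 1157.8 UMIs lay below the shallowest barcode, at 1183 UMIs. Departing barcodes made up 3.33% of those kept in the undamaged library and 52.4% in the PHx48h library. The filters were thus met mostly by low-mitochondrial barcodes at 0 h, which were 95% of those kept, against 59.5% at 48 h. List medians and shares over all hepatocyte-like barcodes are therefore followed by the value over departing barcodes. Of the departing hepatocyte-like barcodes, 2056 of 3174 in the undamaged and 748 of 1025 in the PHx48h library lay above the mitochondrial limit, so the departing values rest mostly on barcodes that the main filter leaves out.

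Purity of the hepatocyte preparations was addressed by the share of kept barcodes in hepatocyte-like clusters. This share was 98.74% (54632 of 55328, interval 98.65%-98.83%) in the undamaged library. At 48 h it was 83.64% (583 of 697, 80.69%-86.31%). Of the 54632 and the 583, 51530 and 293 were low-mitochondrial barcodes that did not depart from the pooled profile. Because hepatocyte-like was close to a default name, such barcodes enter the share whether or not they hold a cell. These 2 shares were therefore not read as the purity of cells. The order between the libraries depended on which barcodes were used. It was the same with mitochondrial limits of 20% and 50%, and the opposite in the 3 alternatives that leave out most of the undamaged low-mitochondrial barcodes. With the 1500 deepest barcodes, the alternative that moved it most, the shares were 74.53% in the undamaged and 84.47% in the PHx48h library. With a minimum of 25% of the 30th deepest barcode they were 85.08% and 92.96%. Among departing barcodes they were 81.36% (3174 of 3901, 80.11%-82.57%) in the undamaged and 91.11% (1025 of 1125, 89.29%-92.71%) in the PHx48h library. The remaining undamaged barcodes were macrophage-like (253), endothelial-like (194), stromal-like (54), T or NK-like (51) or in 2 clusters read as unnamed (95 and 49). The cluster of 49 met the marker score for B cells, but its leading genes were Cd74, H2-Ab1, H2-Aa, Crip1, H2-Eb1, Lyz2, Tmsb10, Plac8, Cd52 and Lsp1, with no B marker among them. Those of the PHx48h library were endothelial-like (59), stromal-like (32) or macrophage-like (23). Of the 59, 32 came from a cluster led by Col14a1, Emilin1 and Igfbp7 beside the endothelial marker Kdr. A cluster of 33 departing barcodes with many of the same leading genes stayed unnamed for mixed markers, so the class of these 32 is uncertain.

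Whether proliferation genes rose at 48 h was asked of the summed UMIs of hepatocyte-like barcodes. Across all 12736 genes compared, the median log2 ratio was 0.17 under CPM scaling, 0.11 without mitochondrial and the 20 most abundant genes, and -0.13 under TMM. List medians were therefore read against the median of matched random lists, which carry the same shift. The proliferation list had a median log2 ratio of 3.84 (counting interval 3.70 to 3.94), against 0.23 for random lists, and lay at percentile 100. The alternative that moved this value most was an added 10 CPM, which gave 1.65. Of its 25 genes, 25 were higher at 48 h, and the summed level of the list went from 39.1 to 996.6 CPM. In departing barcodes the median was 3.34 (3.13 to 3.52), with random lists at 0.10. Mki67, a marker of dividing cells (chromosome 7, 135689784 to 135716361, GRCm38), was at 0.993 CPM (0.791-1.23) in the undamaged and 44.6 CPM (39.2-50.5) in the PHx48h library.

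Progenitor genes gave a smaller difference. Their list median was 0.57 (0.38 to 0.85), at percentile 83.73 of random lists with a median of 0.25, and 0.35 (0.13 to 0.60) in departing barcodes, at percentile 85.19. Of the 8 genes, 7 were higher at 48 h over all hepatocyte-like barcodes and 5 over departing ones. Tnfrsf12a (chromosome 17, 23675445 to 23677468) had the highest log2 ratio of the list, 3.27, from 5.36 to 60.2 CPM. Afp, which encodes alpha-fetoprotein (chromosome 5, 90490737 to 90508907), had a log2 ratio of 1.83, from 1.40 to 7.52 CPM, on 117 and 42 UMIs. Axin2 had a negative ratio of -1.59 that rested on 3 UMIs at 48 h.

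Mature hepatocyte genes did not stand apart from random lists, with a median of 0.18 (-0.07 to 0.31) at percentile 49.44. This median changed sign under TMM (-0.26) and for the mean of single-barcode CPM (-0.12). Over departing barcodes it was 0.19 (-0.05 to 0.33), at percentile 60.81. Within the list, Hnf4a had a log2 ratio of 0.999 and Cebpa of 0.27. Alb, the gene for albumin (chromosome 5, 90460897 to 90476602), had a ratio of -0.95, from 47290 to 24550 CPM, and of -0.27 in departing barcodes. These totals include mitochondrial UMIs. Scaled to non-mitochondrial UMIs, Alb went from 47920 to 27310 CPM over all hepatocyte-like barcodes. In departing ones it was then nearly level, at 42960 CPM in the undamaged and 42290 CPM in the PHx48h library. The lower level at 48 h was therefore not shared by departing barcodes on that scale. The mesenchymal list had a median of 0.57 (0.20 to 0.94) at percentile 85.71 and 0.74 (0.33 to 1.001) at percentile 99.64 in departing barcodes. It rested on 649 and 105 UMIs over all hepatocyte-like barcodes.

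**Figure D3:**
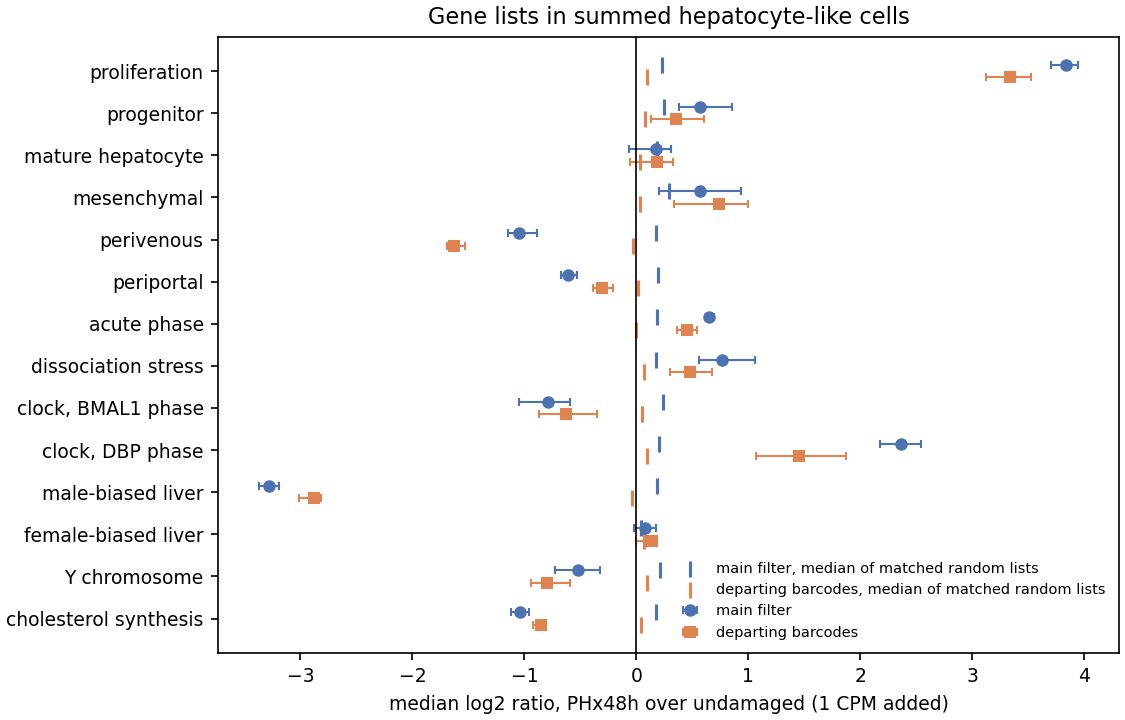
Median log2 ratio of PHx48h over undamaged (horizontal axis, 1 CPM added) for 14 gene lists (vertical axis), over all hepatocyte-like barcodes (circles) and over departing ones (squares), with horizontal bars for counting intervals and vertical ticks for the median of matched random lists. The proliferation list lies farthest to the right (3.84 and 3.34), and the male-biased list farthest to the left (-3.28 and -2.88).

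Zonation, the division of hepatocyte functions between the central vein and the portal tract of the lobule, was examined with perivenous and periportal genes. The perivenous list had a median log2 ratio of -1.05 (-1.15 to -0.89), at percentile 0.88, and of -1.63 (-1.69 to -1.53), at percentile 0.0, in departing barcodes. Of its 15 genes, 10 were lower at 48 h. Cyp2e1 (chromosome 7, 140763739 to 140774987) went from 5696 to 907.6 CPM, and Glul (chromosome 1, 153899944 to 153909723) from 273 to 102.8 CPM. Lhpp moved the other way, with a ratio of 1.05. The periportal list had a median of -0.62 (-0.67 to -0.53) at percentile 4.5, but in departing barcodes its median of -0.31 (-0.39 to -0.21) lay at percentile 20.73. Of its 14 genes, 9 were lower, among them Cyp2f2 with a ratio of -2.44 (chromosome 7, 27119909 to 27133660), and Sds was higher with a ratio of 2.09.

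Co-expression of both zones was counted at 1000 UMIs per barcode. It was found in 99.7% (99.7%-99.8%) of the 54632 undamaged and 94.2% (91.9%-95.9%) of the 583 PHx48h hepatocyte-like barcodes, at median depths before thinning of 1425 and 5937 UMIs. Without thinning both shares were 100%. Low-mitochondrial barcodes that did not depart from the pooled profile gave 99.8% (99.7%-99.8%) at a median of 1419 UMIs in the undamaged library and 97.2% (95.1%-98.6%) at 5018 UMIs in the PHx48h library. Barcodes of the other cell classes, which should lack these genes, gave 97.3% (95.8%-98.3%) at 2390 UMIs and 76.3% (67.4%-83.8%) at 6252 UMIs. The low-mitochondrial set held 51530 of the 54632 and 293 of the 583 hepatocyte-like barcodes, so its agreement with them was largely fixed by the overlap. Sets without overlap were therefore compared at 1000 non-mitochondrial UMIs per barcode. Hepatocyte-like barcodes outside the low-mitochondrial set gave 99.5% (99.1%-99.7%) and 96.2% (93.3%-98.1%), and the low-mitochondrial set gave 99.8% (99.8%-99.8%) in the undamaged library and 391 of 395 barcodes (97.4%-99.7%) in the PHx48h library. The other classes gave 98.0% (96.6%-98.9%) and 76.6% (67.6%-84.1%). The hepatocyte-like shares thus exceeded those of the other classes beyond counting error, by far more at 48 h, but not those of the low-mitochondrial set. Most of these shares lie near 100%, and whether a single cell expresses both lists was not decided by them. In departing hepatocyte-like barcodes the shares at 1000 UMIs were 88.4% (87.3%-89.5%) and 75.9% (73.2%-78.5%), the alternative that moved them most. These barcodes had median mitochondrial shares of 39.5% and 50.5%, which leaves fewer of the 1000 UMIs for other genes. At 1000 non-mitochondrial UMIs their shares were 96.9% (96.2%-97.4%) and 95.6% (94.2%-96.8%). Across barcodes, Spearman's rho between the summed UMIs of both lists was -0.0149 in the undamaged and -0.192 in the PHx48h library. These values changed sign without thinning, to 0.198 and 0.0889. Over departing barcodes rho was -0.0688 and -0.173. The undamaged main value rests mostly on low-mitochondrial barcodes, in which the perivenous share of zone UMIs varied by only 1.06 times binomial sampling. A rho near 0 there does not describe zonation in single cells, so the 2 libraries were not compared by it.

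Cycling barcodes were 0.0714% (39 of 54632, 0.0508%-0.0976%) of the undamaged and 25.7% (150 of 583, 22.2%-29.5%) of the PHx48h hepatocyte-like barcodes at 1000 UMIs. The difference was far larger than counting error. Without thinning, the alternative that moved the PHx48h share most, the shares were 0.200% and 95%. Low-mitochondrial barcodes that did not depart from the pooled profile gave 0.0679% (0.0473%-0.0944%) and 27.3% (23.0%-32.0%) at median depths of 1419 and 5018 UMIs. Barcodes of the other classes gave 3.02% (1.88%-4.58%) at 2390 UMIs and 47.4% (37.9%-56.9%) at 6252 UMIs. Sets without overlap were again compared at 1000 non-mitochondrial UMIs. In the PHx48h library, hepatocyte-like barcodes outside the low-mitochondrial set gave 24.5% (19.6%-29.9%), which was within counting error of the 29.1% (24.7%-33.9%) in the low-mitochondrial set, whereas the other classes gave 45.0% (35.6%-54.8%). In the undamaged library these shares were 0.0645% (0.00781%-0.233%), 0.0873% (0.0637%-0.117%) and 3.05% (1.90%-4.62%). The share over hepatocyte-like barcodes was therefore not read as a number of dividing cells. A part of these barcodes nevertheless held more proliferation UMIs than the upper 0.1% of draws at the level of the low-mitochondrial set. In the PHx48h library this was so for 36 of the 290 barcodes outside that set (12.4%, 8.85%-16.8%), where sampling gives 0.193, and for 6 of the 395 within it (1.52%, 0.559%-3.28%). Some of the 290 were outside the set because they departed from the profile, to which proliferation genes add. Of the 182 hepatocyte-like barcodes with at least 2% mitochondrial UMIs, a choice without regard to departure, 14 lay beyond (7.69%, 4.27%-12.6%), where sampling gives 0.121. In the undamaged library these numbers were 7 of 3102 (0.226%, 0.0908%-0.464%), 7 of 51537 (0.0136%, 0.00546%-0.028%) and 1 of 2281 (0.0438%, 0.00111%-0.244%). Departing hepatocyte-like barcodes gave 0.252% (0.109%-0.496%) at a median of 2777.5 UMIs in the undamaged library. They gave 12.5% (10.5%-14.7%) at a median of 9962 UMIs in the PHx48h library. Because of their mitochondrial UMIs this share is not comparable with that of low-mitochondrial barcodes, and at 1000 non-mitochondrial UMIs it was 21.4% (18.9%-24.1%).

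**Figure D4:**
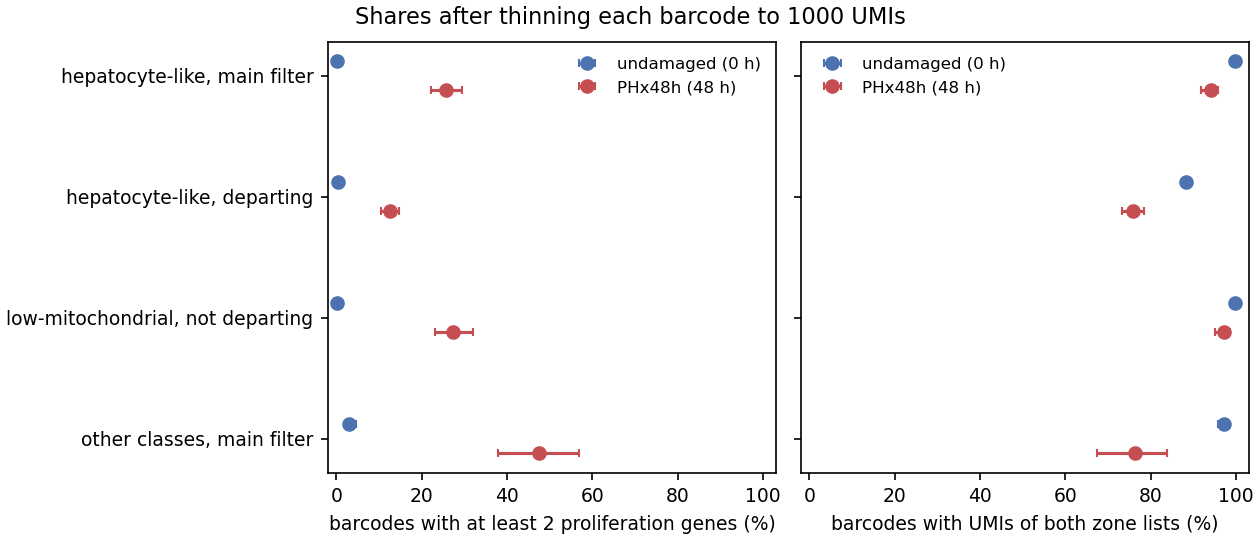
Percent of barcodes with UMIs of at least 2 proliferation genes (left panel) and with UMIs of both zone lists (right panel) after thinning to 1000 UMIs, for 4 sets of barcodes (vertical axis) in the undamaged and PHx48h libraries, with bars for exact binomial intervals. Low-mitochondrial barcodes of the PHx48h library that did not depart from the pooled profile reach 27.3% cycling, against 25.7% of hepatocyte-like barcodes, with which they overlap, and 12.5% of departing hepatocyte-like barcodes, whose UMIs are mitochondrial to a larger part.

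Heterogeneity at 48 h was summarised by clustering. The 697 kept PHx48h barcodes fell into 9 clusters of 11 to 194 barcodes. The number depended on the settings, with 5 clusters for a minimum of 25% of the 30th deepest barcode and 14 at resolution 1.5. A hepatocyte-like cluster of 42 barcodes, with a median of 0.323% mitochondrial UMIs, was led by genes that included Cdt1, Hells, Ung, Asf1b and Cenpq, which act in DNA replication and chromosome assembly. Among departing barcodes, hepatocyte-like clusters of 29 and 32 barcodes were led by genes that included the mitotic genes Cdc20 and Mki67, at median mitochondrial shares of 39.95% and 59.16%. These genes define the clusters, so their level there was not read as a separate result. Cells that hold both mesenchymal and hepatocyte transcripts were addressed through albumin. In stromal-like barcodes of the PHx48h library, Alb was at 57.7% (55.6%-59.7%) of its CPM in hepatocyte-like barcodes, on 3045 UMIs in 32 barcodes. Over departing barcodes, the alternative that moved it most, the value was 35.5%. Macrophage-like barcodes gave 39.4% and endothelial-like barcodes 31.7%. At least 1 Alb UMI was found in 100% of the barcodes of every class in both libraries, low-mitochondrial barcodes included. Median depths were 5754 UMIs in stromal-like and 5937 UMIs in hepatocyte-like barcodes, so detection of Alb did not set the classes apart, while its level differed between them. The source of Alb in stromal-like barcodes was left open.

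Among 2489 genes with at least 50 CPM in either library, the 10 with the highest log2 ratio were Lcn2, Saa2, Gsta1, Ube2c, Birc5, Mt1, Cdca3, Cdkn3, Lockd and Gstp1, with ratios from 5.47 to 7.11. Lcn2, which encodes lipocalin 2 (chromosome 2, 32384633 to 32388252), was at 4.49 CPM (4.04-4.96) in the undamaged and 756 CPM (733-779) in the PHx48h library. Saa2, for a serum amyloid A protein (chromosome 7, 46751790 to 46754313), was at 63.9 CPM (62.2-65.7) and 6298 CPM (6233-6365). The 10 with the lowest ratio were Elovl3, Hbb-bs, Ugt2b38, Hsd3b5, Cyp2c40, Slco1a1, Mup12, Ugt3a2, Cyp4a12a and Cyp8b1, with ratios from -5.86 to -3.73. Elovl3, for a fatty acid elongase (chromosome 19, 46131897 to 46135694), was at 546 CPM (541-551) and 8.42 CPM (6.18-11.2). Hbb-bs, a hemoglobin gene and an erythroid marker (chromosome 7, 103826534 to 103828096), had 5931 UMIs in the undamaged library and 2 UMIs in the PHx48h library, a level 198-fold lower with a counting interval of 54.8 to 1640. In the undamaged library 5748 of the 5931 UMIs lay in 18 of the 54632 barcodes, all of which departed from the pooled profile, so the difference reflects a few barcodes and not a level shared by hepatocyte-like barcodes. Members of the Saa, Gst, Mup, Cyp and Ugt families share sequence with near-identical copies, so their single values are uncertain. In departing barcodes 18 of these 20 ratios lay outside the counting interval of the main value, 2 (Gsta1 and Hsd3b5) lay within it, and 0 changed sign. Cyp4a12a lay at the edge, with -3.601 against a limit of -3.604.

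Further lists were fixed to look at differences between the libraries that the time point alone does not define. Acute phase genes had a median log2 ratio of 0.65 (0.62 to 0.69) at percentile 84.9, and of 0.45 (0.36 to 0.55) at percentile 86.46 in departing barcodes, with 9 of 14 genes higher at 48 h. Dissociation stress genes had a median of 0.76 (0.56 to 1.06) at percentile 99.24, and of 0.48 (0.30 to 0.68) at percentile 97.58 in departing barcodes. Whether cell preparation or PHx itself underlies this difference was not tested, despite the name of the list. For the circadian clock, the BMAL1 phase list had a median of -0.79 (-1.05 to -0.59) at percentile 0.61 and the DBP phase list of 2.36 (2.18 to 2.54) at percentile 100. The difference between both clock lists was 3.15, and 2.08 in departing barcodes. Arntl, which encodes BMAL1, was at 9.23 CPM in the undamaged and 1.07 CPM in the PHx48h library. Cholesterol synthesis genes had a median of -1.04 (-1.12 to -0.96) at percentile 0.49, with 14 of 14 genes lower, and of -0.85 (-0.93 to -0.81) in departing barcodes, with 11 lower.

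Male-biased liver genes had a median log2 ratio of -3.28 (-3.37 to -3.20) at percentile 0.0, with 9 of 9 genes lower at 48 h, and of -2.88 (-3.01 to -2.82) in departing barcodes. This list holds 4 of the 10 genes with the lowest ratio, Elovl3, Hsd3b5, Slco1a1 and Cyp4a12a. Female-biased genes had 29 and 6 UMIs, too few for a comparison, and a median of 0.08 (-0.02 to 0.18) at percentile 59.9, with 0 and 11 UMIs in departing barcodes. The Y chromosome genes had a median of -0.52 (-0.72 to -0.33) at percentile 7.66, and their summed level was 106.7 CPM in the undamaged and 85.05 CPM in the PHx48h library. In departing barcodes the median was -0.80 (-0.94 to -0.59) at percentile 1.61, and the level went from 108.7 to 66.57 CPM. Xist, the transcript of the inactive X chromosome (chromosome X, 103460366 to 103483254), had 2 UMIs in the undamaged and 0 UMIs in the PHx48h hepatocyte-like barcodes, and 1 and 0 UMIs in departing ones.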

Values the study reported

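The study reported that about 1049 cells of the library from 48 hours after PHx passed its quality filters. For the undamaged liver, the study reported 1196 hepatocytes after filtering. Clustering of the cells from regenerating liver gave 9 clusters in the study.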

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

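The tests of the spread of proliferation UMIs between barcodes, of barcodes beyond the pooled level and of markers of other classes were chosen after the result was seen, whereas the 2 tests of the share at fixed depths were written down before their values were seen. For the test at 1000 non-mitochondrial UMIs, the rule for its label was changed after its value was seen. Barcodes above the limit of 30% mitochondrial UMIs, which the main filter leaves out and only the departing set and the 50% limit use, held proliferation transcripts at 48 h. At 1000 UMIs per barcode, 7.58% (58 of 765, interval 5.81%-9.69%) of those in the PHx48h library were cycling, against 0.0517% (2 of 3870, 0.00626%-0.187%) of those in the undamaged library. This stood out as a signal in barcodes left out of the main measurement, above its level at 0 h.

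The greater depth of the PHx48h library is argued against as the whole source, since the share of 7.58% was obtained after all barcodes were thinned to the same number of UMIs. Free RNA captured in droplets remains open as a source of the share. When barcodes were thinned to 1000 non-mitochondrial UMIs, the share was 20.8% (17.9%-23.8%) above the mitochondrial limit, with 4 shallower barcodes left out, and 31.4% (27.5%-35.6%) among the 522 low-mitochondrial barcodes. The latter share was higher, whereas an equal share had been written down for free RNA and a lower one against it. Free RNA alone might therefore give such a share. The variance over the mean of proliferation UMIs was 1.64 above the limit and 1.39 among low-mitochondrial barcodes, at means of 0.903 and 1.20 UMIs, which is short of the excess set in advance of that value (above 2 and over 1.5 times). For the share as a whole, dividing hepatocytes and free RNA from them cannot be told apart, because the low-mitochondrial barcodes of the same library reach a higher share.

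A part of these barcodes held more proliferation UMIs than free RNA of the pooled composition gives. In the PHx48h library 58 of the 765 barcodes (7.58%, 5.81%-9.69%) lay beyond the upper 0.1% of draws at the level of low-mitochondrial barcodes. Sampling alone gives 0.464 barcodes, and 28 of the 58 were also among those called cycling above. The count was made at full depth, and the 58 had a median of 23444 UMIs, against 10173 in the others above the limit. Of the low-mitochondrial barcodes themselves, 6 of 395 (1.52%, 0.559%-3.28%) lay beyond it, and the others of this set had a median of 5018 UMIs. The 395 were selected for not departing from the profile, to which proliferation genes add. Their share is therefore partly fixed, and a like excess is harder to detect at their lower depth. In the undamaged library the number was 4 of 3870 above the limit (0.103%, 0.0282%-0.264%), against 1.19 by sampling. Among low-mitochondrial barcodes it was 7 of 51537 (0.0136%, 0.00546%-0.028%), against 1.92 by sampling. Hepatocyte-like barcodes outside that set, chosen in part for departing, gave 7 of 3102 (0.226%, 0.0908%-0.464%), against 0.283. Those with at least 2% mitochondrial UMIs gave 1 of 2281 (0.0438%, 0.00111%-0.244%), against 0.2. The 7 of 51537 and the 7 of 3102 were thus a small excess at 0 h beyond counting error, whereas the other numbers were within it. The excess at 48 h was not confined to barcodes left out by the filter. Of the 182 kept hepatocyte-like barcodes of the PHx48h library with at least 2% mitochondrial UMIs, 14 (7.69%, 4.27%-12.6%) lay beyond, as did 36 of the 290 outside the low-mitochondrial set (12.4%, 8.85%-16.8%). Free RNA is argued against as the whole source in the 58 barcodes above the limit, since adding a cell that does not divide lowers the level. Dividing cells of other classes in the same droplet are argued against as well. Markers of those classes were at 214 CPM (182-249) of non-mitochondrial UMIs in the 58 barcodes, 187 CPM in the others above the limit and 12800 CPM in barcodes of those classes, while proliferation genes were at 3130 CPM in the 58 and 2460 CPM in those classes. Dividing hepatocytes are a hypothesis for these 58 barcodes, found and tested on the same library. Regeneration after PHx, the difference named by the design, stays open as the origin of the transcripts and was not tested with replicates.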

How the results depend on the processing

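The alternative that used departing barcodes was chosen after seeing the data, as was the limit of 0.1 within which Spearman's rho counted as unchanged, and the other alternatives were planned. Numbers of barcodes and clusters counted as unchanged within 1.5 times the main number, and other values within the counting interval of the main value. Of 212 values of the main results under an alternative, 102 stayed within these limits, 105 moved outside them and 5, all of them values of rho, were called reversed. Among the 105 are 2 more changes of sign, of the mature hepatocyte median, whose counting interval includes 0. Where a result moved and no reason is given, the cause was not tested.

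Of the 11 list results, 10 kept their sign under each of their 11 alternatives. One of these, the female-biased list, rests on too few UMIs to be read as a direction. The proliferation median ranged from 1.65 to 4.08, the progenitor median from 0.27 to 0.69, the perivenous from -1.63 to -0.77, the periportal from -1.07 to -0.29, the acute phase from 0.19 to 0.81, the dissociation stress from 0.41 to 1.12, the cholesterol synthesis from -1.49 to -0.75, the clock difference from 1.18 to 3.33 and the male-biased median from -3.73 to -2.85. The mature hepatocyte median kept its sign in 9 of 11 alternatives. Leaving out list genes with under 10 UMIs moved no list median beyond its counting interval. Some numbers changed within the limit of 1.5 times. In the PHx48h library 1000 UMIs alone as the depth rule kept 812 barcodes, keeping Scrublet calls 702 and the 50% mitochondrial limit 929, against 697, and the clusters numbered 10 with 15 principal components and 13 over departing barcodes, against 9.

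With a minimum of 25% of the 30th deepest barcode, 1501 undamaged and 71 PHx48h barcodes were kept, and the hepatocyte-like shares were 85.1% and 93.0%. The list medians were 3.59 for proliferation, 0.55 for mature hepatocyte, -1.30 for perivenous, -0.29 for periportal, 0.81 for acute phase, -0.75 for cholesterol synthesis and 0.56 for female-biased genes, and the clock difference was 2.74. Zone co-expression was 98.4% in the undamaged and 80.3% in the PHx48h library. For PHx48h the cycling share was 18.2%, rho -0.309, the number of clusters 5 and albumin in stromal-like barcodes 50.3%. The 71 PHx48h barcodes left few cells behind these values.

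With the 1500 deepest barcodes, 644 undamaged barcodes were kept with a hepatocyte-like share of 74.5%. Medians were 4.0 for proliferation, -1.42 for perivenous, -0.35 for periportal, 0.76 for acute phase, 0.41 for dissociation stress, -0.83 for cholesterol synthesis, -2.85 for male-biased and 0.23 for female-biased genes. In the undamaged library zone co-expression was 97.1%, rho -0.135 and the cycling share 0% (0 of 480 barcodes, with an upper limit of 0.766%).

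A mitochondrial limit of 20% moved cholesterol synthesis to -1.18. A limit of 50% moved the hepatocyte-like shares to 98.9% (undamaged) and 87.8% (PHx48h), perivenous to -1.34, periportal to -0.52, acute phase to 0.485, zone co-expression to 99.3% and 90.4%, and albumin in stromal-like barcodes to 49.7%. It changed the sign of rho in the undamaged library, to 0.0225, a value near 0 on either side.

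Over departing barcodes, 3901 undamaged and 1125 PHx48h barcodes were kept, with hepatocyte-like shares of 81.4% and 91.1%, and most of these hepatocyte-like barcodes (2056 of 3174 and 748 of 1025) lay above the mitochondrial limit. The hepatocyte-like share was higher in the undamaged library under the main filter and both mitochondrial limits, and higher in the PHx48h library with the minimum of 25%, with the 1500 deepest barcodes and over departing barcodes. Medians were 3.34 for proliferation, 0.35 for progenitor, -1.63 for perivenous, -0.31 for periportal, 0.45 for acute phase, 0.48 for dissociation stress, -0.85 for cholesterol synthesis and -2.88 for male-biased genes, and the clock difference was 2.08. The cycling shares were 0.252% and 12.5%, and zone co-expression was 88.4% and 75.9%. At 1000 non-mitochondrial UMIs these were 0.256%, 21.4%, 96.9% and 95.6%. Albumin in stromal-like barcodes was 35.5% of its hepatocyte-like level, with mitochondrial UMIs in the total. Of the 20 named genes, 18 moved and 2 did not. Across 12736 genes, Pearson's r between the log2 ratios over all hepatocyte-like and over departing barcodes was 0.861, and genes are not independent replicates.

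Scaling without mitochondrial and the 20 most abundant genes gave 4.06 for proliferation, -1.16 for perivenous, -0.72 for periportal, 0.54 for acute phase, -1.15 for cholesterol synthesis and -3.38 for male-biased genes. TMM gave 3.50 for proliferation, 0.28 for progenitor, -0.26 for mature hepatocyte, -1.51 for perivenous, -1.07 for periportal, 0.19 for acute phase, 0.46 for dissociation stress, -1.49 for cholesterol synthesis and -3.73 for male-biased genes. TMM rescales the libraries by a common factor, but with 1 CPM added the log2 ratios did not all fall by the same amount. The median of all genes moved from 0.17 to -0.13, and that of the weakly expressed female-biased list from 0.0746 to 0.016. The mean of single-barcode CPM gave -0.12 for mature hepatocyte, -0.89 for perivenous, -0.70 for periportal, -1.22 for cholesterol synthesis and -3.15 for male-biased genes. An added 10 CPM draws ratios of weakly expressed genes toward 0 and gave 1.65 for proliferation, 0.27 for progenitor, -0.77 for perivenous, 0.46 for dissociation stress and 1.18 for the clock difference.

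Over all kept barcodes, medians were 4.08 for proliferation, -1.17 for perivenous, -0.72 for periportal, 0.78 for acute phase, 1.12 for dissociation stress and -1.13 for cholesterol synthesis. The undamaged cycling share was 0.108%, PHx48h zone co-expression 91.2%, and rho in the PHx48h library changed sign to 0.00655.

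Cycling calls on at least 1 gene gave 3.81% and 60%, and on at least 3 genes 0.00183% and 12.0%, in the undamaged and PHx48h libraries. At 2000 UMIs the cycling shares were 0.369% and 54.5% and zone co-expression 100% and 99.5%, with 50835 shallower undamaged barcodes left out, and rho in the undamaged library changed sign to 0.032. Without thinning the cycling shares were 0.200% and 95%, zone co-expression was 100% in both libraries, and rho changed sign to 0.198 and 0.0889. More UMIs per barcode raise detection shares by construction. Resolution 0.5 gave 53.6% for albumin in stromal-like barcodes, and resolution 1.5 gave 14 clusters.

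Depth limited several results. The median depth of undamaged hepatocyte-like barcodes was 1425 UMIs. In that library, equal mixtures of the pooled profile with mitochondria-rich barcodes were called departing in 5.2% of simulated cases. The departing set there is therefore incomplete for such mixtures. At the depths of the PHx48h library the same mixtures were called in 99% of cases, whereas PHx48h mixtures at the undamaged depths were called in 80.2%, so depth is not the only difference between the libraries. The female-biased list, on 29 and 6 UMIs, ranged from 0.00845 to 0.556 and carries no direction.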

Other observations

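The test of deviance from the pooled profile and the test of doublets by mitochondrial share were chosen after the results were seen. So were the test of Y chromosome genes in departing barcodes and the limits for reading the zone, hepatocyte marker and acute phase tests. The comparison of progenitor shares between sets without overlap was also added after the data were seen. The other tests were written down beforehand. Any test that used departing barcodes, or barcodes that did not depart, rests on a set defined after seeing the data.

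Barcodes low in mitochondrial UMIs shared a common profile. Free RNA captured in droplets without an intact cell is a candidate explanation: held-out low-mitochondrial barcodes scattered around the pooled profile by 1.004 times (undamaged) and 1.015 times (PHx48h) the deviance of random sampling. Intact hepatocytes low in mitochondrial RNA are argued against in the undamaged library, where the perivenous share of zone UMIs varied by 1.06 times binomial sampling among low-mitochondrial barcodes and by 7.24 times above the mitochondrial limit. In the PHx48h library these ratios were 5.05 and 22.4, and there intact cells and free RNA cannot be told apart, because 24.3% of the low-mitochondrial barcodes departed from the profile. Nuclei without cytoplasm are argued against, since the level of the nuclear transcript Malat1 in low-mitochondrial barcodes was 0.475 times (undamaged) and 0.771 times (PHx48h) that above the limit. No biological explanation was tested for this pattern.

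Hepatocyte transcripts were present in the other cell classes of both libraries. In the undamaged library these classes held 1.03 times as many hepatocyte marker UMIs per barcode as low-mitochondrial barcodes, with classes between 0.97 and 1.06, a level consistent with free RNA. In the PHx48h library the ratio was 0.453, below the range of 0.5 to 1.5 written down beforehand for free RNA, though far from absent. Free RNA and other sources cannot be told apart there, because the low-mitochondrial barcodes used for comparison were those that reached the minimum depth of 4578 UMIs. The ratio was 0.643 in stromal-like, 0.402 in macrophage-like and 0.369 in endothelial-like barcodes, and all 3 lay below the level of low-mitochondrial barcodes. Doublets with an intact hepatocyte are argued against as the main source: departing barcodes of these classes had median mitochondrial shares of 2.31% (undamaged) and 4.57% (PHx48h), far below the midpoints of 22.7% and 28.8% between low-mitochondrial barcodes and departing hepatocyte-like barcodes above the limit. The study described rare cells at 48 h with both mesenchymal and hepatocyte transcripts. Whether such cells express hepatocyte genes themselves remains open in these data.

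Clock genes moved in opposite directions by median, with a median log2 ratio of -0.785 for the BMAL1 phase list and 2.36 for the DBP phase list. In the BMAL1 phase list 3 of 4 genes were lower, with Clock at 0.105. In the DBP phase list 8 of 9 were higher, but Nr1d1 fell from 26.84 to 13.07 CPM (-0.984, and -1.561 in departing barcodes). A different time of day at tissue collection may account for the medians, as both shifted in the way it predicts. Each time point is a single library, so an effect of PHx on the clock stays open and untested.

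Acute phase genes were higher at 48 h by median, though this median was not apart from random lists. Their summed level rose from 8336 to 28150 CPM, and from 11860 to 17540 CPM in departing barcodes. Of the 14 genes, 9 were higher and 5 lower over all hepatocyte-like barcodes. A change in free RNA and one in cells cannot be told apart for this list. Its median log2 ratio over departing barcodes was 0.451 at percentile 86.46, but the genes went both ways there, with 8 higher and 6 lower, and such a median decides nothing. The response to PHx named by the design stays open.

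Male-biased liver genes were lower at 48 h. The study's methods give the sex of its mice as male, which leaves no place for female or mixed animals in the design. The counts also argue against such animals in the PHx48h library as the whole source. Y chromosome genes were at 85.05 CPM there, against 106.7 CPM in the undamaged library, and Xist had 0 UMIs. In departing barcodes the Y chromosome genes fell further, from 108.7 to 66.57 CPM with a median log2 ratio of -0.799 (-0.943 to -0.591), but by far less than the male-biased list at -2.88 (-3.01 to -2.82). The source of this fall was not tested. A difference between single animals, the time of day and PHx itself remain open, and none of them was tested here.

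Progenitor transcripts were not more frequent in cycling barcodes. At 1000 UMIs, a progenitor UMI was found in 7.33% (11 of 150, interval 3.72%-12.7%) of cycling and 12.7% (55 of 433, 9.71%-16.2%) of other hepatocyte-like barcodes of the PHx48h library. The low-mitochondrial barcodes that did not depart from the profile overlap with these barcodes, so sets without overlap were compared at 1000 non-mitochondrial UMIs. Hepatocyte-like barcodes outside the low-mitochondrial set gave 10.7% (31 of 290, 7.38%-14.8%), the low-mitochondrial set 9.87% (39 of 395, 7.12%-13.2%) and the other classes 11.7% (13 of 111, 6.39%-19.2%), at median depths of 6794.5, 4983 and 5944 non-mitochondrial UMIs. These shares did not differ beyond counting error, so cells and background were not told apart as their source. In the undamaged library hepatocyte-like barcodes outside the low-mitochondrial set gave 5.0% (4.26%-5.83%), above the 3.77% (3.61%-3.94%) within it. The other classes there gave 4.06% (2.72%-5.82%), within counting error of both. Over departing hepatocyte-like barcodes of the PHx48h library, the shares at 1000 UMIs were 6.25% (2.74%-11.9%) in cycling and 7.02% (5.44%-8.9%) in other barcodes. This difference was not detectable at this depth.

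The number of hepatocyte-like barcodes in the undamaged library here was 54632. That is higher than the value quoted from the study above. The number of barcodes kept from the PHx48h library here was 697. That is lower than the value quoted from the study above. Both differences could come from the filters, which were rebuilt without the study's thresholds: the numbers of barcodes kept ranged from 644 to 57167 in the undamaged and from 71 to 1125 in the PHx48h library across the alternatives. In the undamaged library the main depth rule removed no barcode. Of the 54632, 51530 were low-mitochondrial barcodes that did not depart from the pooled profile.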
